A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

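Array CGH of tail DNA from 9 C57BL/6JNrs mice of a non-irradiated family was used: 1 sire, 1 dam and 7 progeny. Each mouse DNA was hybridised against DNA of 1 reference male on 2 arrays, in Cy3 on the first and in Cy5 on the second, which gave 18 arrays. Groups and dyes were taken from the labels. The arrays were custom 1 x 1 M designs, and each scanner table held 973116 spots. The other screening steps of the study, a second, denser array and quantitative PCR, were not used here.

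The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.1.1, per the file headers and the submitters' processing notes. The log ratios deposited by the authors are log10 of the red (Cy5) over the green (Cy3) processed signal. The processed signals are background-subtracted intensity values that the authors' software dye-normalized within each array by a linear factor, and per the file headers the lowess term was 0. Raw median intensity of each spot and of its local background was also deposited. Probe positions are on mm9 (NCBI37), as the files give them. The reference genome at hand was of another build, so no coordinates were converted. The tables pair probes with positions and not with genes, so no gene names, gene lists or probe GC content were used. The value table of the whole series held no values in its cells and was not used.

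Log10 ratios were converted to log2, turned so that every array gave mouse over reference, and centred on the autosomal median of the array, without loess or quantile scaling. Control spots (6745 per array), spots with outlier flags (101 to 291 per array) and 36 positions on unplaced sequence were left out, and spots of the same position were averaged. This left 950617 autosomal, 68 X and 23 Y positions. The median processed signal was 39.6 to 70.5 in Cy3 and 48.0 to 96.6 in Cy5, and no spot was saturated. The share of probes well above background was 83.8 to 98.9% in Cy3 and 95.0 to 99.5% in Cy5. Noise was a robust SD of differences between neighbouring probes. Over all probes, arrays of different mice with the same dye orientation correlated positively (Pearson r 0.15 to 0.51, median 0.31), and the 2 arrays of a mouse mostly negatively (-0.28 to 0.10, median -0.18), so a dye effect per probe was present. Such an effect enters the 2 arrays of a mouse with opposite signs, which the rule of same sign in both arrays excludes. These correlations are across probes, which are not independent replicates.

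A positive probe had a log2 ratio over 0.8 in size with the same sign on both dye-swap arrays, or over 0.5 for 2 adjacent probes on both arrays. The sizes followed the study's methods, and the condition of the same sign was added here. Positive probes of the same sign at most 3 array probes apart in any mice were joined into regions. A mouse carried a region where a share of at least 0.5 of its probes was positive. A de novo candidate was a region with a probe positive in a progeny mouse and none positive with that sign in sire or dam. Transmission of regions carried by 1 parent was tested with an exact two-sided binomial test against 0.5 with Benjamini-Hochberg adjustment. The pairing of the dye-swap arrays was tested by an exact permutation test over 362880 pairings. Probe-wise tests used lmFit and eBayes of limma 3.58.1 in R 4.3.3 on the mean of the 2 arrays of each mouse. The thresholds were a Benjamini-Hochberg adjusted p of 0.05 and a size of 0.5. The family was tested against the reference (mean against 0, 9 mice) and the 7 progeny against the 2 parents. Shares have exact (Clopper-Pearson) 95% intervals. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

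The groups, tests, thresholds and most alternatives were fixed before the data were examined. So was the rule for named regions. It took up to 20 regions with the most positive probes in any mouse, de novo candidates of 2 or more positive probes, and the 5 single-probe candidates with the largest values. It also took up to 10 higher and 10 lower probes of the family test and up to 5 in each direction of the generation test. Since 451 candidates had 2 or more positive probes, the 5 with 3 were named and the rest summarised. The parts of the rule that need genes were not applied. The alternatives fixed in this way were normexp background correction (offset 50, on median signals, because the tables held no mean signal of the spots), no centring, stricter and laxer thresholds, other rules for combining the dye swaps, a filter on dim probes, outlier spots kept, single arrays, other joining distances and carrier rules, arrays as a random block, and each mouse left out of the family test and each parent left out of the generation test. Alternatives added later were other joining distances for the de novo candidates, removal of the dye effect per probe, the results without progeny 5 outside the family test, scan day as a random block and the window scan. In that scan, windows of 20 probes had to pass 0.25 and windows of 100 probes 0.15 with the same sign on both arrays. The arrays were scanned on 5 days, the parents on a day of their own.

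The calling steps were tested on simulated arrays over 280376 probes, with Gaussian noise of the same spread as on each real array. This noise was alike for all probes and held no dye effect per probe. The shares found may therefore not carry over to the real arrays. Planted losses of -0.9 in a progeny mouse were found as de novo candidates in 22% of cases for 1 probe, 78% for 2 and 100% for 4, 20 or 75 probes. Planted gains of 0.6 were found in 4, 24, 40, 92 and 100%, and 25.4% of the probes of a 75-probe gain were positive. Gaussian noise alone gave 13 to 296 positive probes per mouse, against 775 to 4179 over the 950617 autosomal positions of the real arrays. The 20-probe windows found all planted changes of 20 or 75 probes, with 1 false segment. In the limma tests over 950617 probes, 196 of 200 probes changed by 1 were recovered in the family test. In the generation test 92 of 200 were recovered at a change of 1 and 194 of 200 at a change of 2.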

Results

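The first array CGH covered a family of the non-irradiated group: a sire that received 0 Gy, a dam and 7 of their progeny (F1 mice). Array CGH compares the DNA of a mouse with a reference DNA on the same array, so that a deletion lowers and a duplication raises the log2 ratio of the probes it covers. Tail DNA of each of the 9 mice was hybridised on 2 arrays with the dyes swapped, against DNA of 1 reference male of the same colony. The 18 arrays carried 950617 autosomal probe positions with a median spacing of 2053 bp, 68 X probes and 23 Y probes. The labels gave no sex for the progeny, and no irradiated family was analysed here, so no comparison concerns radiation. The noise of an array, the spread of differences between neighbouring probes, ranged from 0.285 to 0.407 on the log2 scale with a median of 0.324. Each mouse was 1 animal, so the only spread of its values is the difference between its 2 arrays. As the dyes were swapped, that difference includes the dye effect and is not random error alone. The number of arrays limits the precision.

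The family analysis first asked which copy number changes the parents and progeny carried. Of the regions formed by joining positive probes, the one with the most in any mouse was a loss on chromosome 4, from 105414715 to 105444124 (mm9). Its 15 neighbouring probes spanned 29.4 kb. The mean log2 ratio was -0.78 in the sire, -0.83 in progeny 4, -0.93 in progeny 6 and -0.85 in progeny 7. It was 0.04 in the dam and between -0.02 and 0.11 in the other 4 progeny. Of its 15 probes, 11 were positive in the sire, 10 in progeny 4 and 9 in each of progeny 6 and 7. The 2 dye-swap arrays gave -0.75 and -0.81 in the sire and -0.97 and -0.88 in progeny 6. A loss of 1 of 2 copies has a log2 ratio of -1 where the signal is proportional to copy number. The sire's loss was therefore carried by 3 of the 7 progeny (42.9%, exact 95% interval 9.90 to 81.6%). An exact two-sided binomial test against a share of 0.5 gave p = 1.0.

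A gain on chromosome 4, from 101110482 to 101270535, was found in the dam and 5 progeny. It held 74 probes over 160 kb. The mean log2 ratio was 0.57 in the dam, 0.55 in progeny 1, 0.60 in progeny 3, 0.62 in progeny 4, 0.61 in progeny 5 and 0.59 in progeny 7. The sire had 0.02, progeny 2 had 0.04 and progeny 6 had 0.04. A gain of 1 copy over 2 has a log2 ratio of 0.585. Between 6 and 15 of the 74 probes were positive by the probe rule in each of these 6 mice, and none in the sire, progeny 2 or progeny 6. The rule split the gain into several pieces, 6 of which were among the 20 regions with the most positive probes. The full extent came from a scan of 20-probe windows that was added after the data had been seen. The dam's gain was carried by 5 of the 7 progeny (71.4%, exact 95% interval 29.0 to 96.3%), with an exact two-sided binomial p = 0.453.

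**Figure D1:**
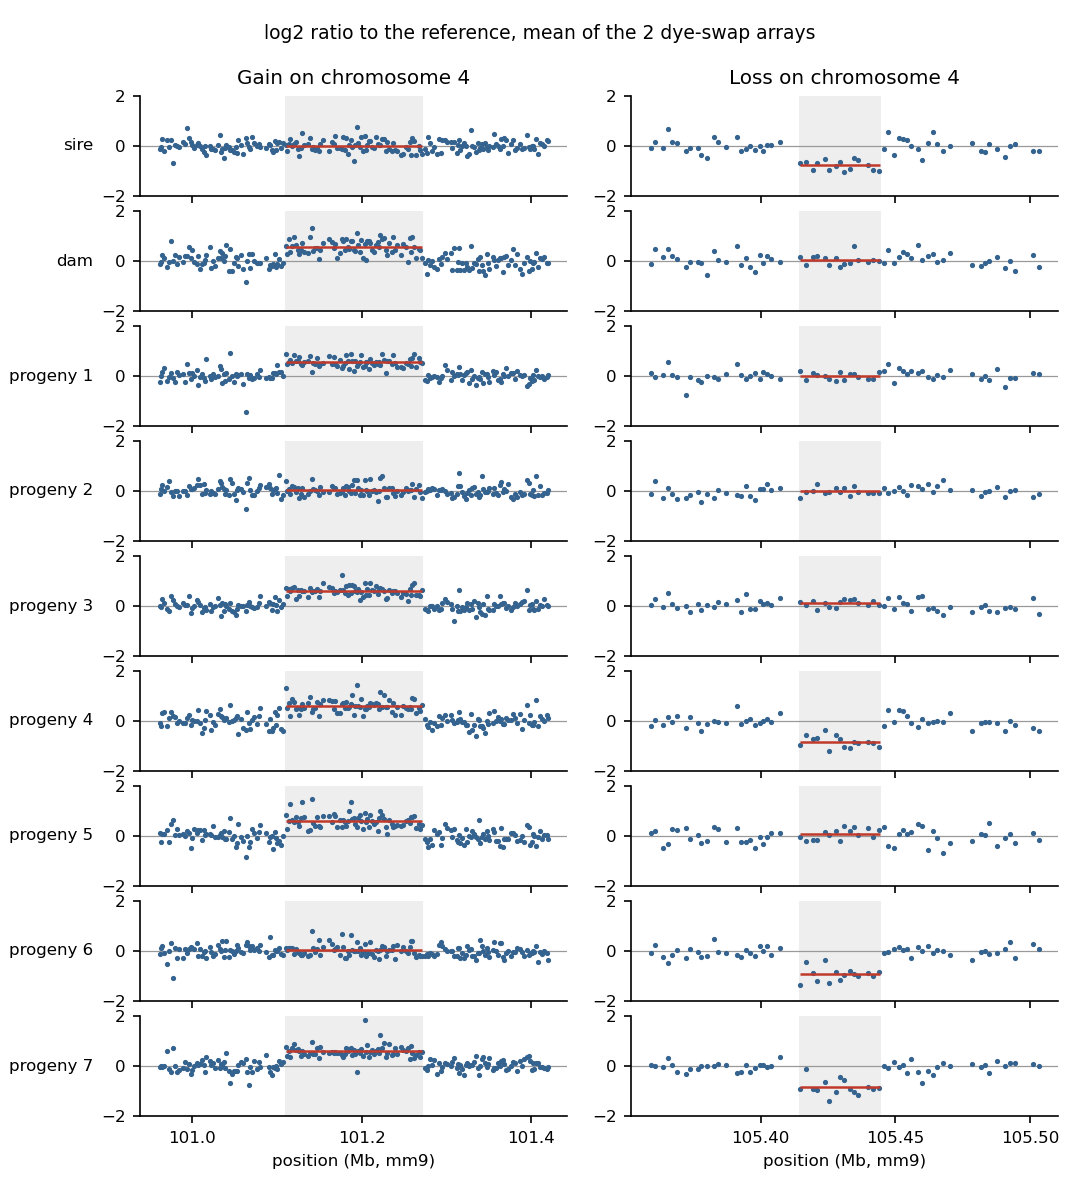
Maps of the gain and the loss on chromosome 4 in each mouse. The horizontal axis is the position in Mb on mm9 and the vertical axis the log2 ratio to the reference; each point is a probe (mean of the 2 dye-swap arrays), the grey band is the region and the red line its mean. The gain lies between 0.55 and 0.62 in the dam and progeny 1, 3, 4, 5 and 7, and the loss between -0.78 and -0.93 in the sire and progeny 4, 6 and 7.

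A loss on chromosome 3, from 25417435 to 25432738, had 3 positive probes. Its mean log2 ratio was -1.74 in the dam, -2.07 in progeny 5, -1.69 in progeny 6 and -1.63 in progeny 7, and between -0.08 and 0.01 in the other 5 mice. The Y probes of the same 4 mice were also low, with medians between -2.02 and -2.64. Other regions among the 20 with the most positive probes were gains on chromosome 9 (64901312 to 64908041), with 0.72 in the dam and 0.80 in progeny 4, and on chromosome 12 (108351650 to 108361407), with 0.88 in the dam and 0.85 in progeny 2. On chromosome 9 the sire had 0.37, and on chromosome 12 progeny 5 had 0.54 and progeny 4 had 0.39, without a positive probe. In the dam, a gain on chromosome 18 (43426628 to 43435568) had 0.79. The sire had 0.40 there, progeny 4 had 0.44 and progeny 5 had 0.32, also without a positive probe. A gain on chromosome 5 (126975955 to 126985350) had 0.52 in progeny 4, with 2 positive probes, and 0.63 in the dam and 0.51 in progeny 2, with 1 in each. A gain on chromosome 15 (86443155 to 86448439) had 0.58 in the dam and 0.64 in progeny 4, with 2 positive probes in each, and 0.33 in progeny 1, with 1. Progeny 5 had no positive probe there, since its 2 arrays differed (0.14 and 1.14). The dam and progeny 4 were also alike at other probes. At 60 probes higher in the dam than in the sire, the median was 0.50 in progeny 4. It was 0.05 to 0.19 in the other progeny. These gains of the dam and progeny 4 on chromosomes 9, 5 and 15 are therefore not taken here as passed on, and their cause was not tested. A loss on chromosome 3 (39287445 to 39296727) had -1.15 in progeny 1, with 2 positive probes, and -0.51 in progeny 4 and -0.31 in the sire, with 1 in each. A gain on chromosome 5 (106487519 to 106489600) had 1.31 in progeny 6, with 0.73 in progeny 5 and 0.56 in progeny 4. The other mice had means from -0.66 (sire) to 0.10 there. A gain on chromosome 7 (49495489 to 49501715) had 0.91 in progeny 2, 0.75 in progeny 5 and 0.66 in the dam, and 0.21 to 0.54 in the other 6 mice. By the rule, these last gains on chromosomes 5 and 7 were also de novo candidates, although the dam and all other mice were above 0 on chromosome 7. So was 1 piece of the chromosome 4 gain. The remaining 4 of the 20 regions were de novo candidates too, given with their values further on.

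Joining positive probes of all mice gave 11781 regions. Of these, 10941 (92.9%) were single probes and 10882 (92.4%) were positive in 1 mouse. Progeny alone carried 9558 regions, parents alone 1883, and a parent with some progeny 338. A region of 1 probe on chromosome 13 (95707465 to 95707524) was carried by all 9 mice as a gain. Only 3 regions had 4 or more positive probes in a mouse. They were the loss on chromosome 4 and 2 pieces of the gain on that chromosome (101203225 to 101226697 and 101150875 to 101164991), and each was positive in a parent.

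Positive probes were then counted per mouse, losses apart from gains. The sire had 418 losses and 381 gains, and the dam 702 and 976. Losses numbered 404, 356, 487, 700, 1582, 327 and 545 in progeny 1 to 7. Gains numbered 371, 669, 640, 922, 2597, 938 and 555 in the same order. The total per mouse had a median of 1127 and ranged from 775 in progeny 1 to 4179 in progeny 5, which was 0.0815 to 0.440% of the autosomal probes. Gains outnumbered losses in 7 of the 9 mice, but with normexp losses led in the sire (2 against 1) and in progeny 5, 6 and 7 (15 each against 4, 1 and 3). Dim probes, those not well above background in both channels of every array, made up 23.3% of all probes and 93.0% of the positive ones (12626 of 13570). Over the other 729478 probes, the count fell to 41 in the sire, 346 in the dam and 18, 20, 26, 200, 193, 54 and 46 in progeny 1 to 7.

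**Figure D2:**
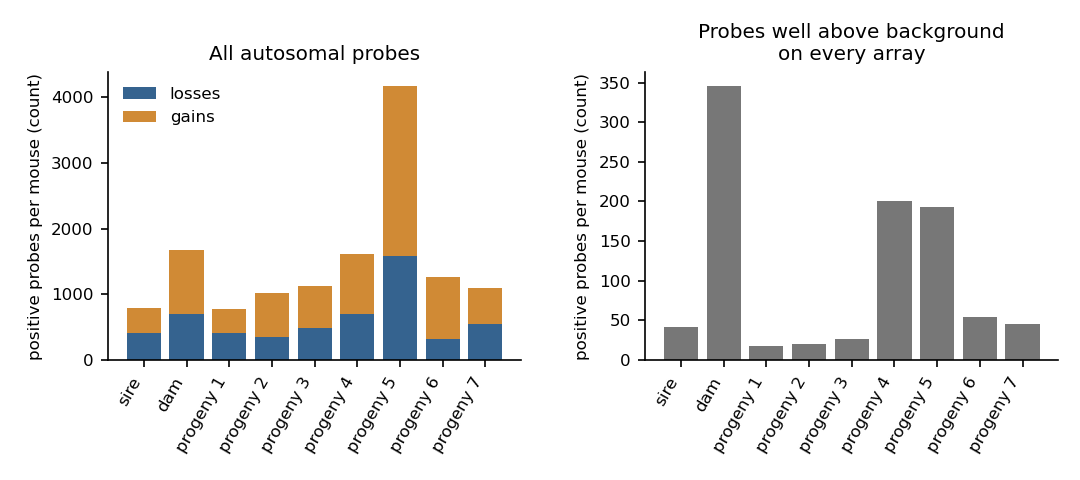
Positive probes per mouse. The vertical axes are counts of positive probes; the left panel stacks losses and gains over all autosomal probes, and the right panel counts both over probes well above background on every array. Progeny 5 has the most in the left panel (4179); in the right panel the dam has 346, progeny 4 has 200 and progeny 5 has 193.

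An exact permutation test asked whether the positive probes belonged to the mouse. It compared the true pairing of the 9 arrays of one dye orientation with the 9 of the other against all 362880 pairings. The true pairing gave 13570 positive probes, the mean over all pairings was 12010 and the highest was 14642. The ratio to the mean was 1.13, with an exact one-sided permutation p of 0.0855. When the Cy3 array of each mouse was paired with each of the 9 Cy5 arrays, only that of progeny 5 gave the most positive probes with its own partner (4179). The Cy3 array of the dam gave up to 4977 with the Cy5 array of another mouse. Probes past 0.8 with opposite signs on the 2 arrays of a mouse outnumbered those with the same sign in 8 of the 9 mice, by ratios up to 3.76. At thresholds of 1 for a single probe and 0.7 for adjacent probes, the test passed, with a ratio of 1.18 and an exact permutation p of 0.0092. Progeny 5 weighs on this test. At the first thresholds its own pair gave 4179, against medians of 1792.5 with Cy5 and 1973.5 with Cy3 arrays of other mice. Its arrays had the highest mean noise (0.382). Pairing 2 noisy arrays can raise the count without a copy number change, so the test does not show that positive probes belong to the mouse.

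De novo CNV candidates were regions positive in a progeny mouse and in neither parent. Those with the most positive probes, 3 in a mouse, were 5 regions. A loss on chromosome 1 (88547858 to 88551247) had a mean log2 ratio of -0.91 in progeny 5, -0.04 in the sire and -0.23 in the dam. Gains in progeny 5 lay on chromosome 4 (29893683 to 29897633), with 0.73 against 0.36 and 0.23 in sire and dam, and on chromosome 16 (35068638 to 35075874), with 1.39 against 0.03 and -0.01. A gain on chromosome 6 (27615593 to 27619901) had 0.92 in progeny 1, 0.32 in the sire and 0.31 in the dam. The fifth, on chromosome 4 (101258055 to 101261298), lay inside the gain described above. It was positive in 4 progeny, and its mean in the dam was 0.62.

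The 5 single-probe candidates with the largest values were all gains. In progeny 5, the smaller of the 2 arrays had 2.48 at chromosome 19 (56887926 to 56887985) and 2.12 at chromosome 13 (117216248 to 117216307). The corresponding values were 2.16 in progeny 3 at chromosome 5 (77921930 to 77921989), 2.15 in progeny 2 at chromosome 6 (112669558 to 112669617) and 2.03 in progeny 1 at chromosome 1 (190503007 to 190503066). The neighbouring probes of these 5 had mean log2 ratios between -0.58 and 0.11 in the same mouse. The chromosome 19 probe was also positive in progeny 6, with a mean of 1.89.

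In all there were 9552 candidates, 3847 losses and 5705 gains, of which 9019 (94.4%) were positive in 1 progeny mouse. The counts were 712, 948, 1035, 1416, 3826, 1169 and 1021 in progeny 1 to 7. Candidates of 2 or more positive probes in a mouse (the size of the study's Type-L) numbered 451, with 145 losses and 306 gains, and 15, 30, 35, 91, 234, 28 and 21 in progeny 1 to 7. Every progeny mouse had such a candidate (7 of 7, exact 95% interval 59.0 to 100%). With normexp 2 such candidates were left, in 2 of the 7 progeny. Normexp also shrank log2 ratios, to 0.37 for the chromosome 4 gain in progeny 5, while the thresholds stayed the same. Requiring a difference over 0.5 from both parents left 65, in 7 of 7. Of these, progeny 5 had 43, and progeny 1 and 4 had 1 each. None had a candidate of 4 or more positive probes (0 of 7, which allows a share of up to 41.0%). Over probes well above background, 283 candidates were left, 30 of them of 2 or more positive probes. Without progeny 5, whose arrays had the lowest signals, the counts were 5995 and 219.

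Transmission was examined over the 2199 regions carried by 1 parent. Of these, 11 were carried by 3 progeny, among them the sire's loss on chromosome 4. Another 9 were losses in the dam and progeny 5, 6 and 7, the mice with low Y probes, and included the chromosome 3 loss given above; they are not taken here as passed on. Another 35 were carried by 2 progeny, 284 by 1 and 1869 by none. The 1869 regions passed the exact two-sided binomial test against a share of 0.5 (p = 0.0156, adjusted p = 0.0184), which with 7 progeny only 0 or 7 carriers can do. This is no evidence on inheritance. Under simulated noise the rule found 22% of planted 1-probe losses and 4% of planted 1-probe gains, so it would miss many inherited changes. A parental region that was positive by noise would have few carriers too, and most positive probes were dim. How many of the 1869 arose in either way was not tested. When a carrier was instead a mouse whose mean log2 ratio over the region passed 0.4, none of 4420 regions passed the exact binomial test. The smallest adjusted p was then 0.236, with 293 regions at an unadjusted p under 0.05. These regions were formed from positive probes of any mouse, progeny included, so a carrier among the progeny was partly built in. Only 292 had no carrier among the progeny, and this result is no evidence on inheritance either.

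The family was next compared with the reference male, to find sequences in which that animal differed from all of them. A probe on chromosome 13 (95707465 to 95707524) was higher in the family by 2.43 ± 0.30 (SD, n = 9), in 9 of 9 mice (limma, adjusted p = 2.7e-07). On chromosome 7 (49495489 to 49495548) the family was higher by 0.89 ± 0.12, in 9 of 9 mice (limma, adjusted p = 2.8e-05). Other higher probes lay on chromosome 13 (3123472 to 3123531), at 1.13 ± 0.60, on chromosome 9 (93933494 to 93933553), at 0.86 ± 0.39, and on chromosome 1 (35303776 to 35303835), at 0.85 ± 0.32. The next 5, starting at 189671415 on chromosome 1, 87389840 and 120332573 on chromosome 10, 102844491 on chromosome 12 and 18260271 on chromosome 5, had means from 0.79 down to 0.74. Among lower probes, the largest size was at chromosome 3 (25420976 to 25421035), at -1.26 ± 1.28 (limma, adjusted p = 0.0485). It came from the dam and progeny 5, 6 and 7, which had -2.46, -3.15, -2.34 and -2.37. The others, starting at 16759354 on chromosome 2, 92903363 and 26161111 on chromosome 16, 73094285 on chromosome 10, 35653912 on chromosome 12, 22885330 on chromosome 1, 57220147 on chromosome 15, 137828438 on chromosome 4 and 40260383 on chromosome 14, had means from -0.79 to -0.68.

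With limma, 399 probes were higher and 123 lower in the family at an adjusted p under 0.05 and a mean over 0.5 in size. Of these 522 probes, 481 were dim, and of the 20 named only the one on chromosome 14 was well above background on every array. The count depended on single mice: 3 probes without the dam, 5 without progeny 4, 209 without the sire and 895 without progeny 7, and 2 over the progeny alone. The probes at 95707465 on chromosome 13 and 49495489 on chromosome 7 passed without the dam, without progeny 4 and over the progeny alone. With background modelled by normexp, 39 probes were higher and 1 was lower, 24 of them shared with the 522. The reference was a single animal, so the test leaves out its spread.

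Progeny and parents, the comparison of generations, showed no probe past the threshold. With limma, 0 of 950617 probes passed an adjusted p under 0.05 with a difference over 0.5, and 59210 (6.23%) had an unadjusted p under 0.05. The probe with the smallest p, on chromosome 7 (101791823 to 101791882), had a mean of 0.12 ± 0.14 (SD, n = 7) in the progeny, -0.80 in the sire and -0.93 in the dam, with a limma adjusted p of 0.801. Without the sire, 1 probe passed, on chromosome 15 (83962878 to 83962929), where the dam had -3.17, the sire -0.23 and the progeny a mean of 0.06. Without the dam, 5 probes passed, on chromosomes 9, 14 and 17, at which the sire stood apart with means from -1.66 to 2.18. In these fits the lone parent is assumed to vary like the progeny. The parents were scanned on a day of their own and the progeny on 4 others. With scan day as a random block the limma count was again 0.

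The sex-linked probes checked the labels of the parents. The X probes had a median log2 ratio of 0.00 ± 0.06 in the sire and 1.00 ± 0.05 in the dam (SD of the 2 arrays), and the Y probes 0.06 ± 0.22 and -2.47 ± 0.49. Both medians were thus near the male reference in the sire and apart from it in the dam. The SDs of the 2 arrays include a dye effect: the Y median was higher on the Cy3 than on the Cy5 array in every mouse, in the sire 0.21 against -0.10. In progeny 1, 2, 3 and 4, the X medians were 0.02, 0.00, 0.02 and -0.03 and the Y medians 0.02, 0.00, -0.02 and 0.09. In progeny 5, 6 and 7, the X medians were 0.93, 0.89 and 0.96 and the Y medians -2.02, -2.34 and -2.64. With normexp the X median of the dam was 0.51 and her Y median -0.25. By both medians, progeny 1 to 4 lay near the sire and progeny 5, 6 and 7 near the dam. The study had put sex-linked probes on the array to determine the sex of its mice. The labels named no sex for the progeny, so no groups were made of them.

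**Figure D3:**
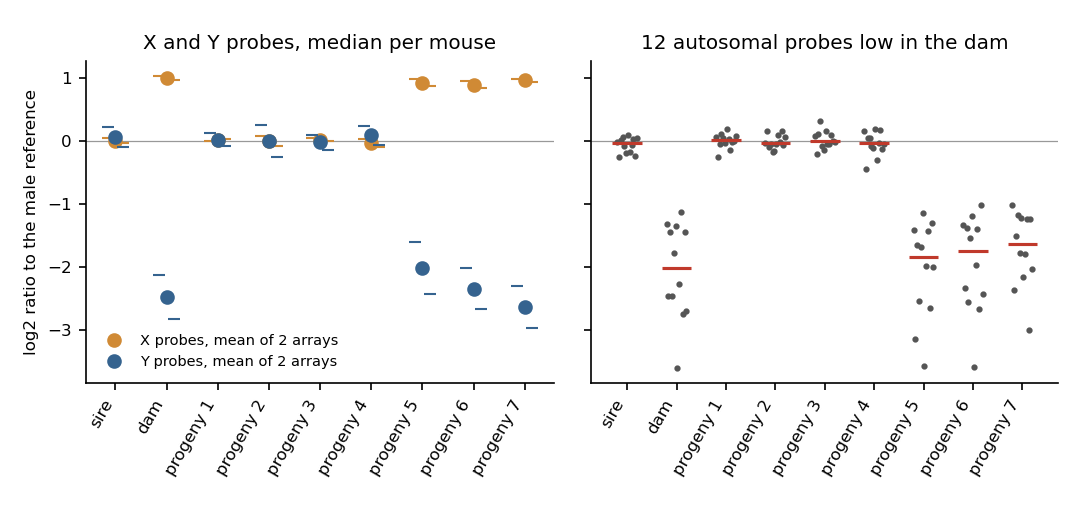
Left, median log2 ratio of the X probes and of the Y probes in each mouse (circles, mean of the 2 arrays; dashes, the 2 arrays). Right, log2 ratio of 12 autosomal probes chosen because they were low in the dam and recurred in progeny (points, mean of the 2 arrays; red line, median); the dam and progeny 5, 6 and 7 have medians of -2.02, -1.84, -1.75 and -1.64 there, and the other 5 mice lie between -0.04 and 0.01.

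Because most positive probes were single, the arrays were also scanned with windows of 20 probes (mean over 0.25 in size on both arrays) and 100 probes (mean over 0.15). This scan was chosen after the data had been seen. Besides the changes on chromosomes 3 and 4, it found a gain on chromosome 8 (102129465 to 102242602) of 39 probes over 113 kb. Its mean log2 ratio was 0.28 in the dam, 0.34 in progeny 5, 0.32 in progeny 6 and 0.28 in progeny 7, and between -0.03 and 0.02 in the other 5 mice. These means lay below the 0.585 of a gain of 1 copy over 2. The dam and progeny 5, 6 and 7 were also the mice with X medians of 0.89 to 1.00. The gain is therefore not taken here as passed on, and its cause was not tested. A shallow loss in progeny 5 lay on chromosome 1 (177081702 to 177540607), with 218 probes over 459 kb. Its mean was -0.20 ± 0.02 (SE over probes), with -0.16 and -0.24 on the 2 arrays, and -0.080 with normexp. The other 8 mice had means between -0.02 and 0.03 there.

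**Figure D4:**
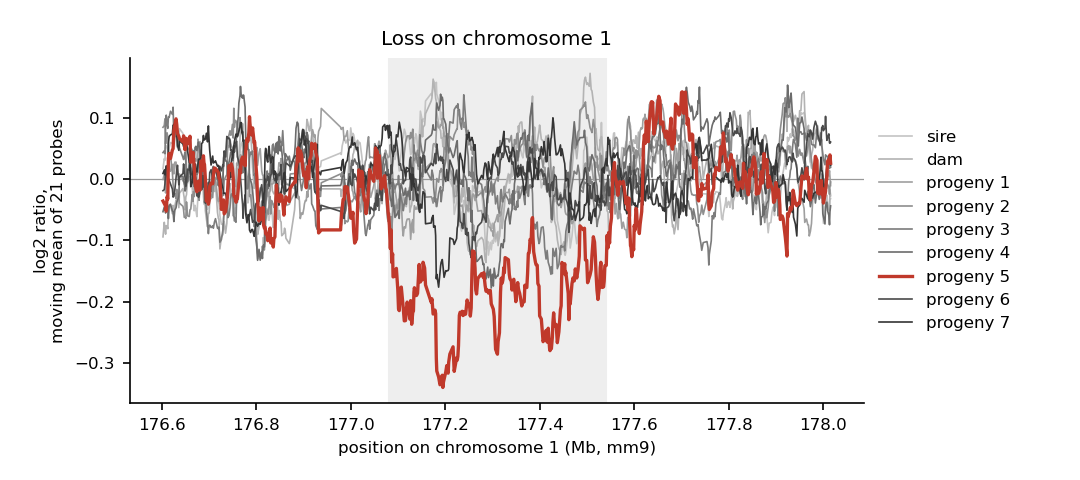
Map of the shallow loss on chromosome 1. The horizontal axis is the position in Mb on mm9, the vertical axis the log2 ratio as a moving mean of 21 probes (mean of the 2 arrays), the lines are the 9 mice and the grey band is the region from 177081702 to 177540607. The line of progeny 5 (red) lies below 0 across the band, where its mean is -0.20 and the means of the other 8 mice lie between -0.02 and 0.03.

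The scan gave 22 segments of 20-probe windows, 6 losses and 16 gains, of which 16 were in progeny 5 alone and 6 involved a parent. Segments in the dam alone were a loss on chromosome 6 (48639805 to 48687798), at -0.26, and a gain on chromosome 7 (70592496 to 70625866), at 0.33. Each passed in 0 of 7 progeny (upper limit 41.0%). The sire had -0.10 and 0.18 at these segments. Passing depends on the threshold of 0.25, since progeny 3, 4 and 6 had -0.16, -0.15 and -0.13 on chromosome 6 and progeny 4 had 0.18 on chromosome 7. Over all pairings of arrays, the 20-probe segments gave an exact one-sided permutation p of 0.160. The 3 segments of 100-probe windows, on chromosomes 1 and 4, gave an exact permutation p of 0.000595. Segments were counted once per mouse here, which gave 9. The chromosome 4 gain gave 6 of them, the chromosome 4 loss 2 and chromosome 1 only 1. The p thus rests mostly on chromosome 4 and is no support for the chromosome 1 loss. Without progeny 5, 6 segments of 20-probe windows were left, and over probes well above background 3.

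Array noise was 0.328 ± 0.032 (SD, n = 2) in the parents and 0.328 ± 0.027 (SD, n = 7) in the progeny. An exact two-sided permutation test gave p = 1.0; its 36 splits allow no p below 0.0278. The median log2 ratio of whole chromosomes lay between -0.008 and 0.021 in every mouse, the highest being chromosome 15 in progeny 5, so no gain or loss of a whole autosome was seen.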

Values the study reported

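The study reported de novo deletions in 7.1% of the progeny of non-irradiated sires (11 out of 156 mice) and in 20.4% of the progeny of irradiated sires (29 out of 142). These were changes kept after a second, denser array and quantitative PCR. For Type-L deletions, those with at least 2 positive probes on the first array, the reported shares were 15.5% after irradiation of the sire (22 progeny) and 5.1% without it (8 progeny). The kept changes of the non-irradiated group comprised 11 deletions and 3 duplications, with mice carrying many changes left out.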

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

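All tests of explanations in this part were chosen after the values had been seen. In 23 sets of 7 progeny values, a progeny mouse lay far from the other 6 by Dixon's test in 14. Chance alone gives about 1 in 20, and the sets are related, since most concern the same arrays. Several of the regions were also named because of their extreme values.

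Progeny 5 had 4179 positive probes, against 775 to 1622 in the other progeny, with 1582 losses and 2597 gains. It also had 3826 de novo candidates, 234 candidates of 2 or more positive probes, 19 segments of 20-probe windows against 0 to 4, and a median signal of 46.4 (mean of both dyes) against 61.3 to 70.9. A shared scan day is argued against by progeny 6, which was scanned on the same day and had 1265 positive probes, within the range of the other progeny. Low signal over background on its arrays stays open, and no biological explanation was tested: over probes well above background on every array it had 193 positive probes, against 200 in progeny 4 and 18 to 54 in the other 5, and with normexp 19 (15 losses and 4 gains) against 1 to 18. Dim probes made up 95.4% of its positive probes, more than in progeny 4 (87.7%) and less than in the other 5, and this share was made part of the test after the 193 was known; without it the low signal would have been the favoured explanation.

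In progeny 5 the chromosome 1 segment from 177081702 to 177540607 had a mean log2 ratio of -0.20, against -0.02 to 0.03 in the other progeny. Dim probes are argued against as the cause, since the 150 probes well above background in it had a mean of -0.19 ± 0.017 (SE over probes). Long-range noise stays open, since the window scan had chosen the segment for passing its threshold on both arrays. The segment reached 0.161 in size on both arrays. Outside the chromosome 4 regions, no other window of as many probes in the 9 mice exceeded 0.0855. That the segment was the largest was mostly set by the choice, and how often noise leaves such a gap was not tested. Loss of 1 of 2 copies in every cell is argued against by the size of -0.20, since the chromosome 4 loss had means of -0.78 to -0.93. A loss in part of the cells of the tail, or of part of the copies of a repeated sequence, may also remain, and neither loss was tested.

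Candidates of 3 positive probes in progeny 5 stood apart on chromosome 1 at 88547858 (-0.91, others -0.18 to 0.16), on chromosome 4 at 29893683 (0.73, others -0.12 to 0.14) and on chromosome 16 at 35068638 (1.39, others -0.22 to 0.19). Single-probe candidates stood apart in progeny 5 on chromosome 13 at 117216248 (2.40, others -0.65 to 0.59), in progeny 2 on chromosome 6 at 112669558 (2.23, others -0.63 to 0.47) and in progeny 1 on chromosome 1 at 190503007 (2.20, others -0.69 to 0.54).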

How the results depend on the processing

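No centring, outlier spots kept, removal of the dye effect per probe (chosen after seeing the data, as were the values without progeny 5 outside the family test and all those of the window scan) kept every count of positive probes, regions and candidates within 1.5 times. Other joining distances did so for the counts of regions (11950 and 11223), and for the candidates (9709 and 9019, with 425 and 510 of 2 or more probes), which were added after seeing the data. Of 173 alternative values, 87 stayed the same, 85 moved and 1 passed a threshold it had missed. None reversed, but the counts among them could only stay or move. Log2 ratios counted as the same within the SD of the 2 arrays, which includes the dye effect. The lead of gains over losses per mouse was not among the 173, and with normexp it turned in progeny 5, 6 and 7. No paired analysis was possible because the parents are single animals and the progeny numbers pair no mice. The series value table, a GC correction and the gene lists were not run, since the table's cells held no values and no genes or matching genome were given. The cause of each change below was not tested, except where fewer probes or mice entered.

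The next values are, in order, the median of positive probes per mouse, regions, de novo candidates, candidates of 2 or more positive probes, and parental regions past the threshold of the exact binomial test. The last of these is no evidence on inheritance, for the reasons given with the transmission test. They were 1127, 11781, 9552, 451 and 1869 in the report. Normexp gave 16, 68, 16, 2 and 35; only probes well above background gave 41, 526, 283, 30 and 220. Stricter thresholds gave 388, 4129, 3560, 52 and 496, and laxer ones 3947, 38802, 28221, 1783 and 7913. The mean of both arrays gave 6180, 47838, 36222, 5164 and 7103, and size without the same sign 4295, 34071, 28916, 3805 and 3360. The Cy5 arrays alone gave 42557, 146584, 106046, 38002 and 8988, and the Cy3 arrays alone 38016, 142310, 79612, 24735 and 24260. At least 2 positive probes left 451 candidates and at least 4 left 0. Requiring a difference over 0.5 from both parents left 65 of 2 or more probes. Without progeny 5 there were 5995 candidates, 219 of 2 or more probes. With carriers set by a mean over 0.4, no parental region passed (0), which the choice of regions helped to set.

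The exact permutation p of the array pairing was 0.0092 at stricter thresholds. The family test called 10629 probes at a size of 0.3, 6 at 0.8, 40 with normexp, 53 over probes well above background and 2 over the progeny, and from 3 (without the dam) to 895 (without progeny 7) with a mouse left out. Progeny against parents gave 0 to 5 calls with a mouse left out: 1 without the sire, 5 without the dam and 0 without progeny 5. It gave 0 at 0.3, with normexp, over bright probes and with scan day as a block; limma's unadjusted p was under 0.05 for 91127 probes with normexp. Segments of 20-probe windows numbered 5 with normexp, 41 with the dye effect removed, 6 without progeny 5 and 3 over bright probes; those of 100-probe windows numbered 1 with normexp. Normexp also shrank the sizes, to 0.37 for the chromosome 4 gain and 0.21 for the chromosome 8 gain in progeny 5, -0.52 for the chromosome 4 loss in progeny 6 and -0.080 for the chromosome 1 loss in progeny 5. With normexp, X medians were 0.51 in the dam and -0.045, 0.31, 0.43 and 0.43 in progeny 3, 5, 6 and 7. Y medians were -0.25 in the dam and -0.26, -0.23 and -0.25 in progeny 5, 6 and 7. Of the positive probes 93.0% were dim, a class that the signal of the mouse itself helps to set.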

Other observations

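The tests in this part were chosen after the values had been seen. Among 761198 autosomal probes at which the reference was well above background on all 18 arrays, 51 were lower in the dam than in the sire (below -0.8 on both arrays of the dam and under 0.5 in size on both arrays of the sire). Of these, 38 were low (mean below -0.8) in no progeny, 1 was low in progeny 5, and 12 were low in progeny 5, 6 and 7 and in no other progeny. The 12 lay on 7 chromosomes (3, 5, 6, 7, 9, 10 and 16), at 10 places over 1 Mb apart, and 3 of them formed the chromosome 3 loss. The probe at 104241394 on chromosome 6 had -3.60 in the dam and -3.57, -3.59 and -2.16 in progeny 5, 6 and 7. The probe at 35857910 on chromosome 9 had -2.75 in the dam and -2.65, -2.67 and -3.00 in these progeny. The median over the 12 was -2.02 in the dam, -1.84, -1.75 and -1.64 in progeny 5, 6 and 7, and -0.04, 0.01, -0.04, -0.01 and -0.04 in the sire and progeny 1 to 4.

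Noise of single probes that is independent between mice is argued against. From the rates of such values 1.39e-06 probes were expected in the same 3 progeny, and 12 recurred. The 3 progeny were picked by these same probes, which makes the expectation too small. Effects of a probe that arrays of different mice share were not part of it, and such shared noise was not tested. Heterozygous losses passed on by the dam would leave 1 of 2 copies, and the upper 95% bound of the median was at most -1.21 in each of the 3 progeny. A candidate explanation is sequence shared with the Y chromosome of the male reference, as in all 7 of the 7 progeny these probes were low where the Y probes were low and not elsewhere. The 12 probes were chosen for recurring in progeny and all had the same pattern, so this is a single observation and not a test. The match of the probes to the Y chromosome was not tested, because no genome of the build of the files was used. Other differences between these mice at separate places were not tested and remain open.

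By the same thresholds, of 8 probes lower in the sire than in the dam, 4 were low in progeny 6, 3 in progeny 7, 2 in progeny 4 and none in the other 4 progeny. Of 60 probes higher in the dam than in the sire, at most 2 passed 0.8 in any progeny mouse, while their median was 0.50 in progeny 4 and 0.05 to 0.19 in the other 6. The chromosome 8 gain was seen in the dam and progeny 5, 6 and 7, which were also the mice with X medians of 0.89 to 1.00.

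The share of progeny with a candidate of 2 or more positive probes was 100% (7 of 7) by the first-array rule alone, losses and gains together, and 28.6% (2 of 7) with normexp. Normexp shrank log2 ratios, the X median of the dam from 1.00 to 0.51, while the thresholds stayed the same. The second share is therefore one at a harsher cut, and not a cleaned estimate of the first. The first share is higher than the values quoted from the study above, which count deletions kept after a second array and quantitative PCR.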
